A study of Mus musculus with 6 samples. Its data were reported in "Early skin seeding regulatory T cells modulate PPARγ-dependent skin pigmentation" (2025).

How the data were processed

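The data are gene counts from bulk RNA-seq of regulatory T cells (Tregs, the CD4+ T cells that express the transcription factor Foxp3 and restrain immune responses) sorted from the skin and from the skin-draining lymph nodes (SDLNs) of neonatal Foxp3-GFP reporter mice. In these animals a green fluorescent protein is made wherever Foxp3 is expressed, so that Tregs can be sorted alive. The study's methods describe digested tissue (with enzymes for skin, while lymph nodes were mashed in the procedure referred to), cells of several mice pooled into each sample, enrichment of CD45+ cells on magnetic beads, and a sort of live CD45+ CD4+ Foxp3-EGFP+ cells into lysis reagent. The labels name 3 samples of each population and give all of them the same batch number and genotype. The tissue field of the labels reads skin for the lymph node samples as well, so the groups were taken from the sample titles.

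The authors trimmed the reads with Trimmomatic, mapped them to the mouse genome build GRCm38 with STAR and counted uniquely assigned exon reads per gene with featureCounts. The deposited values are raw counts per Ensembl gene, with no normalization. The annotation release, the strand setting and the handling of duplicate reads are not stated, and no molecular identifiers are described. Reads copied from the same cDNA molecule in PCR were therefore counted separately, and intervals and floors given here cover counting error only. Without a stated strand setting, values of overlapping and antisense genes are uncertain, as are those of near-identical copies such as Hspa1a and Hspa1b.

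The table held 49315 genes and 6 libraries. The columns are lettered A to C within each tissue while the titles are numbered. Nothing links letters to numbers, so libraries are named here by tissue and letter. Whether the same letter in both tissues marks the same mice is not stated, so letters were not used to pair libraries. Gene symbols and positions came from GENCODE M21, which is on the same build, GRCm38. It named 49056 of the genes, and 24401 genes had a count of 0 in every library. Total counts were 3748669, 11741784 and 9033442 in skin Tregs A, B and C, and 116158706, 72799278 and 47243498 in SDLN Tregs A, B and C. A count of 0 allows up to 3 counts, which is 0.800, 0.255 and 0.332 CPM (counts-per-million of the library total) in the skin libraries and 0.0258, 0.0412 and 0.0635 CPM in the SDLN libraries. A gene at 3 counts or fewer is called at the floor. No 2 libraries were identical.

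Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test, glmQLFit with robust estimation and glmQLFTest) in R 4.3.3, with genes kept by filterByExpr, TMM normalization, and tissue as the only term. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and were also adjusted over fixed gene lists. Log2 fold changes are skin over SDLN. Standard errors (SE) were derived from the F statistic. CPM values are relative to the library total and are given as mean ± SD over 3 libraries. The authors' methods state no test for this comparison, though their supplement lists a table of differentially expressed genes for it. Genes detected per library were compared with an exact two-sided permutation test, whose smallest possible p with 3 against 3 libraries is 0.10.

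The groups, tests, alternatives, rule for named genes and 16 gene lists were chosen before the data were examined. The text names the genes the study or the design singles out, members of the lists, and in each direction the 5 genes with the smallest adjusted p, ties broken by larger fold change. Those had to have a gene symbol, a log2 fold change of at least 1 in size, a mean of at least 10 CPM in the higher group and no overlap between the groups. The lists cover tissue Treg, lymphoid Treg, pan T cell, proliferation and digestion response genes (immediate-early and heat-shock genes), and markers of keratinocytes, fibroblasts, myeloid cells, mast cells and granulocytes, endothelium, melanocytes, muscle, B cells, CD8 and cytotoxic cells, gamma delta T cells and erythroid cells. They were tested with limma 3.58.1 camera on log2 CPM (prior count 2, preset correlation 0.01), beside fry and camera with an estimated correlation. A list of ligand genes (interleukins, TNF superfamily ligands, chemokines, TGF-beta genes and some other cytokine symbols) was counted in each direction.

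On counts simulated for 13572 genes from the real libraries' means and totals, with 200 genes changed by 3 on the log2 scale, the test recovered 100% of them at a dispersion of 0.1 and called 9 unchanged genes. At a dispersion of 2, close to the common dispersion of 2.04 estimated over both groups of these libraries, it recovered 0%. Both simulated groups had the same dispersion. With no gene changed it called 0 genes at either dispersion. The list test was tested on simulated data with 1 changed list among 16 and called that list alone. Those data had a dispersion of 0.1, genes drawn independently and no other gene changed. They do not show how the list test behaves at the spread of the real libraries or when many other genes fall.

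Alternatives were other normalizations (DESeq2 size factors, TMMwsp, upper quartile, library size only), DESeq2 1.42.0, limma voom with quality weights, no filter, at least 10 counts in every library, non-robust dispersions, counts drawn down to the smallest total, each library left out in turn, a threshold of 0.01, a test against a fold change of 2, and removal of mitochondrial genes. Loss of molecules in the skin libraries was estimated by fitting, per library, the chance that a gene was over the floor as 1 minus the exponential of minus a constant times its SDLN mean CPM. In 10 simulated sets, skin libraries were drawn from the SDLN mean with that loss and set against the real SDLN libraries. Lists were also compared with 10000 random lists matched on SDLN abundance. The whole skin and single-cell data of the study were not analysed here.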

Results

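The count table covered 6 libraries, 3 of skin Tregs and 3 of SDLN Tregs. The study used the comparison to find ligand genes that skin Tregs express more than their lymph node counterparts. Total counts ranged from 3748669 to 11741784 in skin Tregs and from 47243498 to 116158706 in SDLN Tregs.

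The libraries differed in how many genes they held. In skin Tregs A, B and C, 2911, 5317 and 4540 genes reached 1 CPM, against 12502, 13002 and 12397 in SDLN Tregs A, B and C. The means were 4256 ± 1228 and 12634 ± 323 genes (SD, n = 3 each), so that skin Tregs held 33.7% of the SDLN number. All skin libraries lay below all SDLN libraries, and the exact two-sided permutation p was 0.10, the smallest this design allows. The alternative that moved this share most was a minimum of 10 counts, under which it was 25.1%. When every library was drawn down to 3748669 counts, SDLN Tregs still held 12561 to 13237 genes and skin Tregs 2911 to 5341.

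**Figure D1:**
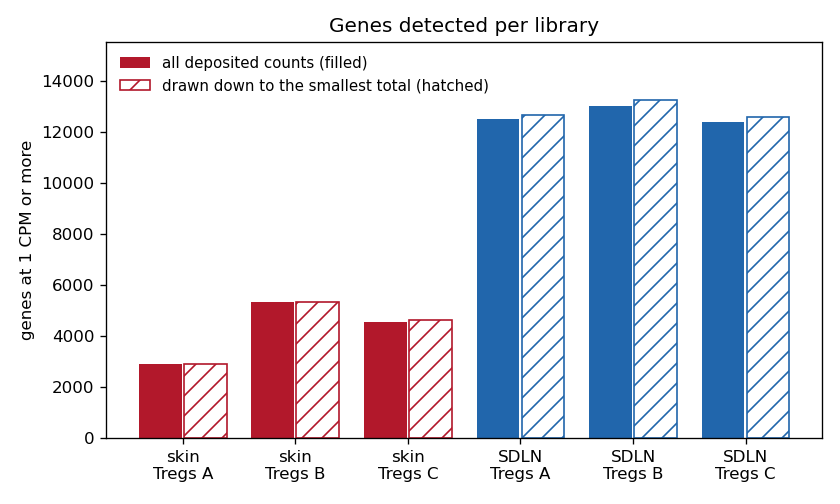
Number of genes at 1 CPM or more in each library (bars, 1 per library), with all deposited counts (filled) and after drawing every library down to 3748669 counts (hatched). The skin Treg libraries (red) sit between 2911 and 5341 genes and the SDLN Treg libraries (blue) between 12397 and 13237 under both depths.

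Agreement between replicates differed as well. Over the 8274 genes with a mean of at least 10 CPM, Pearson's r of log2(CPM + 1) across genes was 0.932 to 0.971 between SDLN libraries, 0.276 to 0.340 between skin libraries and 0.196 to 0.374 between a skin and an SDLN library. These are correlations across genes, which are not independent replicates. The skin libraries thus differed from one another about as much as they differed from the SDLN libraries.

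Detection in the skin libraries followed the abundance of a gene in SDLN Tregs. Of the 1760 genes with an SDLN mean of 100 to 300 CPM, 39.4%, 77.3% and 71.0% were over 3 counts in skin Tregs A, B and C. Of the 485 genes at 300 to 1000 CPM, these shares were 70.5%, 96.5% and 94.0%. In the SDLN libraries drawn down to the smallest total, 100% of both sets were over 3 counts in each library.

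**Figure D2:**
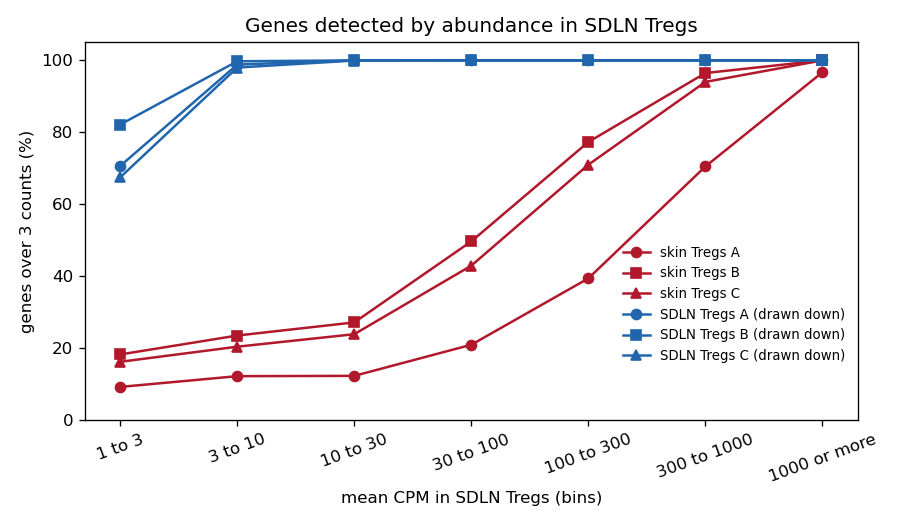
Percent of genes over 3 counts (vertical axis) in bins of mean CPM in SDLN Tregs (horizontal axis), with 1 line per library. SDLN libraries (blue) were drawn down to 3748669 counts and reach 98.0% or more from 3 CPM on. Skin libraries (red) stay between 12.3% and 27.2% at 10 to 30 CPM and reach 96.7% to 100% only at 1000 CPM or more.

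Foxp3, the gene that drives the reporter used for the sort, was examined first. Foxp3 (ENSMUSG00000039521, chromosome X, 7573644 to 7595245, GRCm38) had counts of 0, 330 and 1 in skin Tregs A, B and C, against 12208, 10133 and 1788 in SDLN Tregs A, B and C. In CPM this was 9.41 ± 16.2 in skin and 94.1 ± 51.6 in SDLN (SD, n = 3 each), and the whole skin mean rested on library B. The log2 fold change was -3.23 (SE 2.62), and the adjusted p of 0.472 did not pass the threshold. Without skin Tregs B the gene was called lower in skin, with a log2 fold change of -10.22 and an adjusted p of 0.00999 in edgeR. Cd4, whose protein was also used for the sort, had counts of 0, 1861 and 2 in the skin libraries and 54756, 39115 and 14288 in the SDLN libraries (log2 fold change -2.97, SE 2.63, adjusted p 0.523). Cd3e was at 0, 1757 and 2646 counts in skin, whereas Cd3g was over the floor in all skin libraries at 719 ± 149 CPM, against 1176 ± 40.1 CPM in SDLN (adjusted p 0.0673). Cd4, Cd3e and Cd3g are members of the pan T cell list.

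Il10 and Tnfsf9, the ligand genes the study named, were called higher in skin Tregs with the chosen settings. By the estimate of molecules given further below, their skin levels correspond to few molecules. Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) was at 279.8, 302.8 and 162.7 CPM in skin Tregs A, B and C and at 18.3, 23.5 and 10.7 CPM in SDLN Tregs A, B and C. The means were 248 ± 75.1 and 17.5 ± 6.47 CPM (SD, n = 3 each), with a log2 fold change of 3.79 (SE 0.999) and an adjusted p of 0.0221 in edgeR. Il10 was called in 11 of 16 alternatives, and its adjusted p ran from 3.24e-11 to 0.167 across them. All 3 fits that left out an SDLN library lost the call. Tnfsf9 (ENSMUSG00000035678, chromosome 17, 57105325 to 57107757) was at 593, 419 and 18.4 CPM in skin Tregs A, B and C and at 11.7, 10.9 and 14.9 CPM in SDLN. The means were 344 ± 295 and 12.5 ± 2.10 CPM (SD, n = 3 each), with a log2 fold change of 4.53 (SE 1.39) and an adjusted p of 0.0400. Skin Tregs C lay just above the highest SDLN library. Tnfsf9 was called in 7 of 16 alternatives, with adjusted p from 3.90e-05 to 0.153.

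Tnfrsf9 encodes the receptor of the Tnfsf9 ligand, and the study uses both names for this comparison. Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102) was at 902 ± 563 CPM in skin and 371 ± 134 CPM in SDLN (SD, n = 3 each), and the groups overlapped. Its log2 fold change of 1.13 (SE 0.548) had an adjusted p of 0.177 and passed in none of 16 alternatives (adjusted p 0.0746 to 0.563).

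The study measured the activation markers CD25, CD27, ICOS and CTLA4 by flow cytometry in both populations. At the age sampled here it reported higher fluorescence of each marker but CD27 in skin Tregs. That is protein per cell, whereas the values here are RNA, so a gene that did not pass does not contradict it. Among the genes that encode the 4 markers, Ctla4 was called higher in skin, at 1100 ± 272 against 485 ± 119 CPM (SD, n = 3 each; log2 fold change 1.15, SE 0.366, adjusted p 0.0447). It was called in 3 of 16 alternatives, and 0 of the 4 genes passed when adjusted over the list alone, with 1 at an unadjusted p under 0.05. Icos (log2 fold change 0.86, SE 0.534, adjusted p 0.307) and Il2ra, which encodes CD25 (0.14, SE 0.399, adjusted p 0.910) did not pass the threshold, and Icos was called in 1 of 16 alternatives. Cd27 had 0 counts in skin Tregs A and 395 and 883 CPM in skin Tregs B and C, against 441 ± 19.7 CPM in SDLN (log2 fold change 0.20, SE 2.13, adjusted p 0.981).

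**Figure D3:**
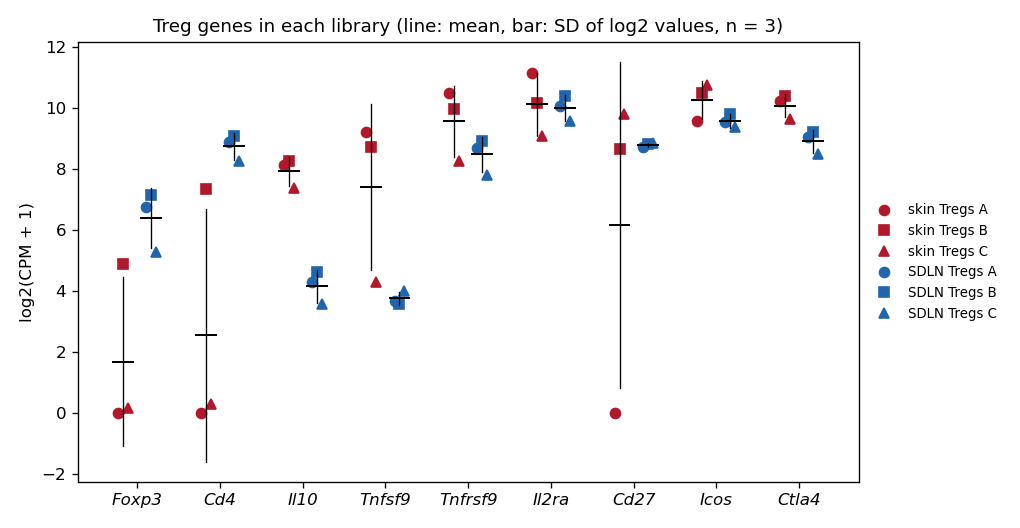
Expression of Foxp3, Cd4, Il10, Tnfsf9, Tnfrsf9 and the 4 activation marker genes as log2(CPM + 1) (vertical axis) in each library, with skin Tregs in red and SDLN Tregs in blue, the symbol shape giving the library letter, a line at the mean and a bar of 1 SD (n = 3). Foxp3 and Cd4 sit at or near 0 in skin Tregs A and C, and all skin libraries lie above all SDLN libraries for Il10, Tnfsf9 and Ctla4.

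Across all 13572 genes tested, 6283 passed the threshold, of which 141 were higher in skin Tregs and 6142 in SDLN Tregs (97.8% of the calls). At an unadjusted p under 0.05 there were 201 and 6327. The biological coefficient of variation was 1.43. Of the tested genes, 7593 had no overlap between the groups, which is 55.9% against the 10% that chance gives. The largest change in the number of skin-higher genes came with DESeq2, which called 404. For SDLN-higher genes it came with a minimum of 10 counts in every library, which left 1396 genes and 9 calls.

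The calls toward SDLN Tregs rested on counts at the floor in skin. Of the 6142 genes, 5801 (94.4%) were at 3 counts or fewer in all 3 skin libraries. Among the 1646 tested genes over 3 counts in all skin libraries, 138 were called higher in skin and 27 in SDLN. This selection removes genes at the floor in skin by construction, so the balance of calls within it is partly set by the selection. By SDLN abundance, 68.8% of the 3857 tested genes at 1 to 10 CPM, 43.9% of the 6329 at 10 to 100 CPM and 8.95% of the 2336 at 100 CPM or more were called higher in SDLN Tregs.

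The 5 genes named by rule on the skin side shared the smallest adjusted p of 0.00322. Il1b (chromosome 2, 129364570 to 129371139) had 0 counts in all SDLN libraries and 539 ± 134 CPM in skin (n = 3). Hspa1a (chromosome 17, 34969190 to 34972156), a heat-shock gene with a near-identical copy, was at 1043 ± 557.5 CPM, and Flrt3 (chromosome 2, 140650914 to 140671469) at 980 ± 708 CPM. Both were at the floor in all SDLN libraries. Cd209a (chromosome 8, 3743397 to 3748984) was at 1110 ± 89.5 against 1.66 ± 0.813 CPM, with a log2 fold change of 9.39 (SE 0.828). H2-Aa (chromosome 17, 34282744 to 34287823), which encodes an MHC class II chain, was at 5620 ± 3651 against 23.5 ± 4.46 CPM, with a log2 fold change of 7.71 (SE 0.427). Each of the 5 was called in every alternative that tested it.

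On the SDLN side, the 5 genes named by rule had 0 counts in all skin libraries and the same adjusted p of 0.00322. Izumo1r (chromosome 9, 14885814 to 14903949) was at 583 ± 103 CPM in SDLN Tregs and Gimap4 (chromosome 6, 48684549 to 48692060) at 533 ± 133 CPM (SD, n = 3 each). Bet1 (chromosome 6, 4076899 to 4086972) was at 27.9 ± 2.38 CPM, Wdr92 (chromosome 11, 17182107 to 17233796) at 27.7 ± 1.47 CPM and Slc39a3 (chromosome 10, 81028538 to 81037426) at 27.8 ± 4.16 CPM. Of tested and untested genes in SDLN at the level of the last 3 (10 to 30 CPM), 84.5% were at the floor in 2 or 3 skin libraries, against 5.16% at the level of Izumo1r and Gimap4 (300 to 1000 CPM). No fold is given for these 5 genes or for Il1b, Hspa1a and Flrt3, because reads of the same molecule were not told apart.

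Of 38 ligand genes tested, 7 were higher in skin Tregs and 16 in SDLN Tregs. When adjusted over the list alone, these were 7 and 17. The 7 were Il1b, Ccl8, Ccl4, Ccl3, Il10, Ccl6 and Tnfsf9. The study singled out Il10 and Tnfsf9 from these same libraries, together with a ligand prediction (NicheNet) that used hair follicle cells of its single-cell data. The calls of these genes here are therefore not independent evidence. Of the 16, 14 were at the floor in all skin libraries, and the other 2 were Ltb, at 374 against 2189 CPM, and Tgfb1. Under limma voom with quality weights and with no filter on low counts, 4 ligand genes were called higher in skin.

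Among the 16 fixed lists, 4 passed with camera, all of them higher in skin. The myeloid list had an adjusted p of 2.3e-28, with 17 of its 18 tested genes called higher in skin and 1 called higher in SDLN. Its summed expression was 60840, 37290 and 34460 CPM in skin Tregs A, B and C, against 896, 825 and 1206 CPM in SDLN Tregs A, B and C. Its most abundant gene, Cd74, was at 20960 ± 5103 CPM in skin and 422 ± 158 CPM in SDLN (n = 3 each). The digestion response list had an adjusted p of 3.1e-23, with 12 of 26 genes called, and a sum of 29460 ± 12440 against 7256 ± 715 CPM. Both held under fry (adjusted p 5.1e-06 and 1.7e-05) and with an estimated correlation (0.00275 for each). The tissue Treg list (adjusted p 1.1e-10, 4 of 25 genes called, 14700 ± 1373 against 9146 ± 1227 CPM) and the erythroid list (0.00426, 5 genes tested, 414 ± 376 against 81.7 ± 35.1 CPM) passed with camera but not with fry (0.738 and 0.936) or an estimated correlation (0.162 and 0.576). The erythroid sums were 137.4, 262.9 and 841.7 CPM in skin Tregs A, B and C, and the list did not pass without skin Tregs C (0.226) or with at least 10 counts in every library (0.0897).

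The other 12 lists did not pass with camera, which compares a list with all other genes. Its direction was up in skin for the pan T cell, proliferation and fibroblast lists, although their sums were not higher there. The pan T cell list was at 10880 ± 2562 CPM in skin and 16040 ± 287 CPM in SDLN (SD, n = 3 each; adjusted p 0.0563). The lymphoid Treg list was at 559 ± 322 against 2733 ± 340 CPM (0.254), proliferation at 2099 ± 1119 against 2810 ± 340 CPM (0.758), and B cell at 811 ± 199 against 1635 ± 138 CPM (0.254). Of the lists for other skin cells, keratinocyte was at 14.3 ± 14.8 against 58.2 ± 12.6 CPM (0.688), fibroblast at 237.5 ± 154 against 243 ± 6.50 CPM (0.254) and endothelial at 10.6 ± 13.5 against 164 ± 18.8 CPM (0.688). Melanocyte (0.671), muscle (0.836), mast cell and granulocyte (0.833), CD8 and cytotoxic (0.809) and gamma delta T cell (0.254) did not pass either. The keratinocyte genes Krt14 and Krt5 had 0 counts in all 6 libraries, which allows up to 0.800 CPM in skin Tregs A. Under fry, which asks whether the list itself changed, lymphoid Treg, proliferation, keratinocyte, mast cell and granulocyte, endothelial, melanocyte, muscle, B cell, CD8 and cytotoxic, and gamma delta T cell passed as lower in skin. For 3 of these the summed CPM went the other way. CD8 and cytotoxic was at 652 ± 220 against 198 ± 21.2 CPM and higher in every skin library. Of its 6 tested genes, however, 1 was called higher in skin and 3 in SDLN, so the sum does not speak for the list as a whole. Mast cell and granulocyte was at 75.2 ± 130 against 17.1 ± 8.33 CPM, with the skin sum from skin Tregs A alone, and gamma delta T cell at 38.9 ± 67.4 against 29.1 ± 4.61 CPM, with the skin sum from skin Tregs C alone.

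**Figure D4:**
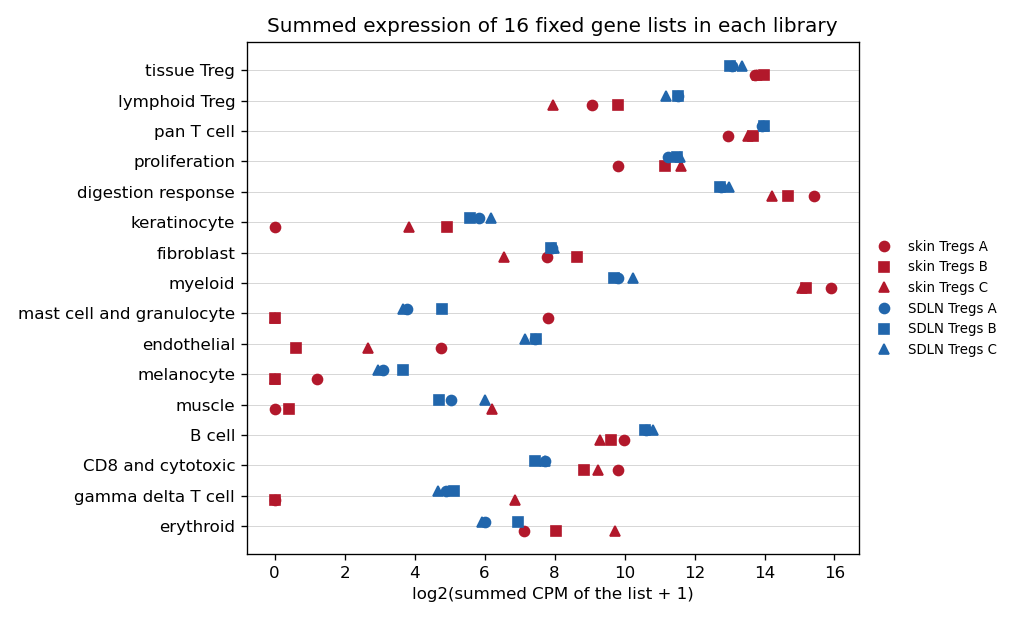
Summed CPM of each of the 16 fixed lists as log2(sum + 1) (horizontal axis) in each library, with skin Tregs in red, SDLN Tregs in blue and the symbol shape giving the library letter. The myeloid and digestion response lists lie higher in all skin libraries, and the keratinocyte and endothelial lists lower.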

Values the study reported

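The study stated that the Tregs were taken from mice 9 days old and that 3 biological replicates were pooled into each sample, with 3 samples in total. It also stated that 2 μg of total RNA per sample went into sequencing and that samples needed an RNA integrity score above 7.0.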

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

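All of these alternatives were chosen before the data were examined. No paired analysis was possible because the columns carry letters that nothing links to the replicate numbers of the labels, so the planned fit with a block was not run. The 5 skin-side and 5 SDLN-side genes named by rule kept their direction and their call in each alternative that tested them.

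The number of genes higher in skin Tregs, 141 with the chosen settings, was 404 with DESeq2, 77 with no filter on low counts, 81 with at least 10 counts in every library and 61 at a threshold of 0.01. It ran from 71 to 324 across the 6 fits that each left out 1 library, with 324 when skin Tregs A was left out and 71, 77 and 81 when SDLN Tregs A, B or C was. Of the 141 genes, 141 were also called with DESeq2, 123 without skin Tregs A, 77 with at least 10 counts in every library, 72 with no filter, 65 with upper quartile scaling (of its 168 calls), and 65, 74 and 76 without SDLN Tregs A, B or C. The number higher in SDLN Tregs, 6142, was 9 with at least 10 counts in every library, where 1396 genes remained to be tested, and 4026 after drawing down, where 10431 were. It ran from 4983 to 7787 across the fits that left out 1 library. The filter at 10 counts removes genes at 0 in skin by construction, and under it 10% of the calls were toward SDLN Tregs, against 97.8% before. Upper quartile scaling gave skin Tregs A a factor of 0.0114 and moved the median of genes over the floor everywhere by 3.10 (log2). The shift differed between genes. With TMMwsp that median was -0.13, against -0.017 with TMM.

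Foxp3 was called lower in skin with limma voom and quality weights (log2 fold change -7.50) and when skin Tregs B was left out. Its log2 fold change ran from -10.22 to -2.81 across the fits that left out 1 library, and its adjusted p from 0.00999 to 0.736 across all alternatives.

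The Il10 call was lost with upper quartile scaling (log2 fold change 10.45, adjusted p 0.0581) and with no filter (3.71, 0.0741), while its log2 fold change stayed between 3.43 and 4.02 across the fits that left out 1 library. The Tnfsf9 call was lost with upper quartile scaling (11.98), limma voom (3.08), no filter (4.44) and at least 10 counts in every library (4.45). Across the fits that left out 1 library its log2 fold change ran from 4.07 to 4.99, and 1 of those 6 fits, without skin Tregs C, kept the call (adjusted p 0.00493). Il10 kept its call in the 3 fits without a skin library (adjusted p 0.0144, 0.0253 and 0.0216 without A, B and C) and lost it in the 3 without an SDLN library. The cause of the lost calls was not tested.

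The count of activation marker genes, 1 with the chosen settings, was 0 with TMMwsp, upper quartile scaling, limma voom, no filter, at least 10 counts in every library, non-robust dispersions and drawing down, and ran from 0 to 1 across the fits that left out 1 library. The 1 call there, without skin Tregs A, was Icos (log2 fold change 1.04, adjusted p 0.0234), and Ctla4 was called in 0 of the 6 fits (adjusted p 0.0567 without skin Tregs A). Among those 7 settings, 1 gene had an unadjusted p under 0.05 with TMMwsp, at least 10 counts, non-robust dispersions and drawing down, and 0 with the other 3. Il2ra reversed its sign with limma voom (log2 fold change -0.16), at least 10 counts in every library (-0.027), and without skin Tregs A (-0.35) or SDLN Tregs C (-0.12), and ran from -0.35 to 0.34 across the fits that left out 1 library. Cd27 reversed with library size only (-0.043), limma voom (-2.61) and without skin Tregs C, and ran from -1.22 to 0.57 across the fits that left out 1 library. Neither gene was called in any setting.

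Ligand genes higher in skin, 7 with the chosen settings, were 11 with DESeq2, 4 with limma voom, 4 with no filter, 3 with at least 10 counts in every library, and 2 to 8 across the fits that left out 1 library. Each fit without an SDLN library gave 2. Ligand genes higher in SDLN Tregs, 16, were 1 with at least 10 counts in every library and 14 to 20 when 1 library was left out.

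The number of lists past the threshold, 4 with camera, was 12 with fry and 2 with an estimated correlation, namely myeloid and digestion response. Lists that changed direction were pan T cell with fry (adjusted p 0.102) and with at least 10 counts (0.0194), proliferation with fry (6.6e-05) and without skin Tregs C (0.404 to 0.859 when 1 library was left out), fibroblast with fry (0.322), mast cell and granulocyte without skin Tregs B or C (0.311 to 0.993), and CD8 and cytotoxic with fry (1.7e-05) and without skin Tregs A or SDLN Tregs A (0.253 to 0.823). Camera compares a list with the other genes, most of which were lower in skin, and fry compares it with no change. The share of genes detected in skin stayed between 25.1% and 39.0% of the SDLN number in all alternatives.

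The spread between libraries limited the test. With a dispersion of 2 for every gene in both groups, the test recovered 0% of the 8-fold changes in simulation. The spread of the real libraries was unequal, with r of 0.276 to 0.340 between skin libraries and 0.932 to 0.971 between SDLN libraries. Neither the simulation nor the test, which fits the same dispersion to both groups, allows for that. Real genes differ in dispersion, and of the 141 skin-higher calls 113 were beyond 4-fold while others, such as Ctla4 (log2 fold change 1.15), were not, so the simulation does not give the power for each gene. A gene that was not called was not shown to be level.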

Other observations

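The list test for digestion, the abundance test of calls lower in skin and the count of splits were chosen before the data were examined. So were the drawing down of libraries to the smallest total and the expectation that lists of skin cell types would rise together. The other tests in this part were chosen only after the result was seen. These include the sums of single skin cell lists and the myeloid list on its own.

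The real split into skin and SDLN libraries gave 6283 calls, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. The other 9 gave 0 calls each, with 13 to 46 genes at an unadjusted p under 0.05. With 10 splits the share cannot go below 0.1, so this cannot be told apart from an accident of the split by this count alone.

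The small number of genes in the skin libraries was not a matter of read depth. Drawn down to the smallest skin total, each SDLN library still held at least 12561 genes, more than any skin library. Fitted to the genes' SDLN abundance, detection in the skin libraries corresponded to about 4310, 14000 and 11200 molecules (A, B and C), with 869, 842 and 807 reads per molecule. The same fit gave 587000 to 938000 for SDLN libraries drawn down to the smallest total. The SDLN values are limited by that depth and the floor, so they do not count molecules and show only that depth does not give the skin values. On the estimate for skin Tregs A, B and C, 1 molecule was worth 232, 71.7 and 89.4 CPM. These values assume that expression is the same in both tissues and describe detection only. Few captured cells or poor RNA recovery are candidate explanations that were not tested separately. The RNA amount and integrity stated by the study do not go with either, so what the estimate reflects stays open.

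Loss of molecules may account for most of the calls toward SDLN Tregs. In 10 simulated sets with unchanged expression and that loss, 6517 to 6634 genes were called higher in SDLN Tregs, close to the 6142 observed. The loss was fitted to the same libraries, so the number itself is partly fixed by the fit. The share called lower also fell with abundance, from 68.8% at 1 to 10 CPM in SDLN to 8.95% at 100 CPM or more, as loss of molecules predicts. The expectation that called genes would be at 0 in some skin libraries and high in others was not met, since 94.4% were at the floor in all 3, but a call itself requires replicates that do not contradict each other.

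Loss with the same chance for all genes does not account for all of it. At 100 CPM or more in SDLN Tregs, 154 genes were at the floor in all 3 skin libraries, against 26 to 38 in the simulated sets. The fitted curve made this excess larger than it was without it. From the detection rates seen in each skin library, in bins of 50 genes by SDLN abundance and with libraries independent, 85.3 such genes would come about (SD 8.85), so the 154 were still more. In the simulated sets 0 genes at 300 CPM or more in SDLN were at the floor in all 3 skin libraries, as Izumo1r and Gimap4 were. Transcript length showed no shift beyond the matched lists, since the median of the 154 genes was at percentile 68.1 of 10000 such lists. An effect of length was thus not seen, though a small one is not excluded. GC content was near the edge, at percentile 97.2 (median 49.9% against 48.5%), and is left open. Lower expression in skin is a biological hypothesis that stays open beside a lower share of T cells in the skin samples.

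The 141 genes higher in skin are not what loss of molecules gives. At most 7 genes were called higher in skin in the 10 simulated sets. Myeloid cells carried through the sort are a candidate source of part of them. The myeloid list was fixed beforehand, and 17 of its 18 tested genes were called higher, among them H2-Aa, Cd74, Lyz2, Apoe and Cd68. In the other direction, 1 gene of the list was called higher in SDLN Tregs. SDLN Tregs expressed 15 of the 20 genes in the myeloid list at 1 CPM or more, 3 of them at 100 CPM or more, and none is in another list. Cells of several skin types carried through the sort together are argued against, because keratinocyte transcripts did not rise with the myeloid ones. The keratinocyte sum was 0, 29.6 and 13.4 CPM in skin Tregs A, B and C against 56.0, 46.8 and 71.7 CPM in SDLN Tregs A, B and C. Krt14 and Krt5 were at 0 counts, while the myeloid sum rose to 44200 from 976 CPM. The fall of the keratinocyte sum to 24.7% of that in SDLN decides nothing by itself. Loss of molecules could give it, since 1 molecule was worth an estimated 232, 71.7 and 89.4 CPM in skin Tregs A, B and C. A few keratinocytes are therefore not excluded. Mast cells or granulocytes stay open, since their sum in skin was 439% of that in SDLN but came from skin Tregs A alone (225.7 CPM, with 0 in skin Tregs B and C). Fibroblasts stay open too. Their sum was 97.7% of that in SDLN, but most of it was Thy1 (206.7 of 237.5 CPM in skin), which T cells express, and Col3a1 was at 593 counts in skin Tregs B and 0 in A and C. Of the 141 genes, 107 are in none of the 16 lists. The myeloid list holds only 20 genes, so absence from it does not argue against a myeloid source. The source of these 107 genes was not tested.

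Tissue digestion may add to the skin side. Of the 26 digestion response genes, 12 were called higher in skin, among them Fos (2414 ± 1794 against 13.2 ± 4.05 CPM) and Hspa1a. SDLN Tregs expressed 23 of the 26 at 1 CPM or more. The study's methods speak of digestion for both tissues, but the procedure they refer to used enzymes for skin and mashing for lymph nodes, so handling may go with tissue. Activated or myeloid cells also express such genes and stay open beside it.

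Foxp3 at the floor in 2 of 3 skin libraries is what loss of molecules would often give. Of 1200 genes of similar SDLN abundance, 49.5% were at the floor in 2 or 3 skin libraries. The absence of T cells is argued against, because 85.4% of the values of the 16 pan T cell genes were over the floor in the skin libraries, against a median of 91.7% in matched lists (percentile 6.66). Tissue Treg genes were detected more often than their abundance in SDLN would give, at 86.7% against 64.0%. Whether some of the sorted skin cells lacked Foxp3 transcripts cannot be told apart from this loss. The pan T cell sum in skin was 67.8% of that in SDLN, which a share of other cells could also give. Cd4 is less easily lost. Of 238 genes of similar abundance, 2.52% were at the floor in 2 or 3 skin libraries, as Cd4 was, and the fitted loss gave a probability of 0.0015 for at most 1 skin library over the floor. Both values go against loss as the cause. The sort singles out Cd4, but this was tested for 1 gene after its counts were seen, and 6 of the 238 genes did the same, so loss is not excluded, and a lower level in skin and cells without Cd4 stay open beside it.

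For Il10 and Tnfsf9 the source was left open. The study singled them out from these same libraries, so detection of these 2 genes in skin tests no explanation. Whether their transcripts came from Tregs or from the cells that brought the myeloid transcripts was not tested, since no library of myeloid cells was analysed here. The skin levels of both genes also correspond to few molecules. Il10 was at 279.8, 302.8 and 162.7 CPM and Tnfsf9 at 593, 419 and 18.4 CPM in skin Tregs A, B and C. The estimate above puts 1 molecule at 232, 71.7 and 89.4 CPM in these libraries, which leaves Tnfsf9 in skin Tregs C below 1 molecule.

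The libraries also differed in transcripts of the sex chromosomes, with no explanation tested. Xist was at 1159 counts in skin Tregs A and 0 in skin Tregs B and C, and Ddx3y at 0, 1607 and 4455. In SDLN Tregs A, B and C, Xist was at 5803, 2014 and 0 counts and Ddx3y at 4750, 10005 and 4043.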
